A study of Mus musculus with 6 samples.

How the data were processed

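Poly-A selected, stranded RNA-seq libraries were made from quadriceps muscle of 6 male mice aged 4 months, littermates from heterozygous parents, harvested at about ZT4 (4 hours after lights on), per the labels' protocols. The groups were taken from the sample labels: 3 mice homozygous for an allele that copies the human variant rs6190 into the mouse glucocorticoid receptor gene, and 3 mice with the reference allele on both chromosomes (WT). Each column of the expression table matched 1 library by name, and 0 columns were left unmatched.

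The authors deposited a table of TPM (transcript abundance per 1000000 transcripts), with 1 row per Ensembl transcript and its gene symbol and 1 column per library, per the file headers. TPM is an estimated abundance divided by transcript length and scaled, so that each library sums to 1000000, which held for all 6. The aligner, the quantifier, the genome build, the annotation release and any filter are not given in the sources used here. The table had 105129 transcript rows and 33641 gene symbols, and 34310 transcripts were at 0 in all 6 libraries.

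Positions, transcript lengths and GC content were taken from GENCODE M21 on GRCm38, which may differ from the annotation the authors used. Of the transcripts, 99505 matched it with their version number and 103635 without it. Of the gene symbols, 32115 matched 1 gene, and 44 symbols are shared by several genes of that annotation.

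TPM carries no depth, so depth was estimated from the values. For genes with a single transcript of at least 1500 nt, low TPM values were multiplied by the transcript length minus an offset of 142 to 158 nt and divided by 1 constant per library. Between 73.8% and 77.5% of 479 to 514 low values per library then lay within 0.03 of a whole number, against 6% by chance. The constants gave 15.8 to 21.8 M estimated fragments (M, 1000000) per library. These are estimates, used to judge precision and in 1 alternative only.

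Values were summed over the isoforms of each gene and transformed to log2(TPM + 1). Genes at 1 TPM or more in at least 3 libraries were tested (11099 genes), and isoform rows were filtered in the same way (21165 isoforms). The test was limma 3.58.1 in R 4.3.3, with a mean-variance trend and robust estimation, genotype as the only term, and a Benjamini-Hochberg adjusted p under 0.05. A fold change is on the log2(TPM + 1) scale, homozygous minus WT, and understates the change of low genes. The test had been written for counts with limma as the branch for a normalized unit; because the table holds TPM, the limma branch was used.

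Gene lists were tested with camera at an inter-gene correlation of 0.01, for lists with at least 5 tested genes, two-sided, with Benjamini-Hochberg adjustment over the lists. Of 13 lists, 10 were tested: glucocorticoid-responsive genes, insulin signalling and glucose uptake, fatty acid uptake and oxidation, oxidative phosphorylation, slow fibre, fast fibre, circadian clock, adipocyte, blood and immune markers. The Schwann cell, Y-linked and X-inactivation lists had fewer than 5 tested genes, and their values are given by library. The designs, alternatives, lists and naming rule were fixed before the data were examined.

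The named genes were 12 fixed genes, led by Nr3c1. They were followed by the 5 largest rises and the 5 largest falls among genes past the threshold with groups that did not overlap and a mean of at least 1 TPM. Where too few genes passed, the genes with the smallest p-value in that direction filled the places and are said to be not past the threshold. The 3 isoforms with the smallest adjusted p were named, and Y-linked genes and Xist served as a check of sex. Some genes that this rule or the lists select are not reported here.

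The alternatives planned in advance were quantile normalization, no filter on low values, leaving out each library in turn, the replicate number as a block, array weights, a pseudocount of 0.1, testing isoform rows in place of gene sums and, for lists, fry and an estimated inter-gene correlation. A further 6 alternatives were chosen after seeing the data: median centring, leaving out mitochondrial transcripts and their nuclear copies, removing a transcript length trend per library (loess, span 0.5), a slow-fibre score as covariate, array weights with quantile normalization, and voom on the estimated fragments. Array weights stopped before reaching their convergence tolerance in some fits.

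The tests were checked on simulated data built from the means and spread of the 11099 genes, with 200 genes changed. The gene test recovered 69.5% of genes changed by 1 on the log2 scale, 95.5% of those changed by 2 and 0% of those changed by 0.5. False calls numbered 9, 13 and 0. The counts of called genes, isoforms and lists, of genes at an unadjusted p under 0.05, of genes called with array weights and of isoforms at 0 in 1 group were also computed for the 10 splits of the 6 libraries into 3 and 3. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used to read the table.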

Results

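The transcriptome of quadriceps muscle was compared between 3 homozygous and 3 WT male mice, to ask which transcripts differ with the rs6190-type allele of Nr3c1, the gene of the glucocorticoid receptor. Estimated fragments (in M, 1000000 fragments) were 21.8, 16.3 and 16.6 M in homozygous replicates 1, 2 and 3, and 18.6, 15.8 and 17.8 M in WT replicates 1, 2 and 3. Transcripts above 0 TPM numbered 51099, 50660 and 49277 in the homozygous libraries and 48546, 47521 and 43986 in the WT libraries.

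The libraries differed in composition within groups. Mitochondrial transcripts made up 20.9%, 27.3% and 25.3% of TPM in the homozygous libraries and 26.2%, 33.9% and 14.3% in the WT libraries. The 12 fast-fibre genes made up 9.67% to 13.1% of TPM in 5 libraries and 23.2% in WT replicate 3. Pairwise correlations of log2 values across genes were 0.951 to 0.965 for pairs with WT replicate 3 and 0.972 to 0.987 for the other pairs; genes are not independent replicates. The first principal component held 54.7% of the variance, with WT replicate 3 at 52.7 and the others between -27.8 and 3.90. The 4 Y-linked genes were detected in every library, with Eif2s3y between 30.4 and 36.0 TPM. Ddx3y was 4.56 TPM in WT replicate 3 and 13.8 to 17.9 TPM in the others. Xist had 0 rows in the table.

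Nr3c1 (chromosome 18, 39410545 to 39519421, minus strand, GRCm38) carries the allele and was measured in every library. Its abundance was 20.01, 19.7 and 19.5 TPM in the homozygous libraries and 11.5, 14.8 and 8.07 TPM in the WT libraries. The means were 19.7 ± 0.256 and 11.5 ± 3.37 TPM (SD, n = 3 each). The log2 fold change was 0.77 (SE 0.20), or 0.51 above the median of all genes. It was not past the threshold over all genes (limma, adjusted p 0.168), and the log2 fold change was 0.47 after median centring and 0.39 after a transcript length trend was removed. Abundance does not show which allele was transcribed, so it is no check of the genotype labels.

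No gene passed the threshold: 0 of 11099 genes had an adjusted p under 0.05 in limma, and the smallest adjusted p was 0.107. At an unadjusted p under 0.05 there were 2697 genes, against 555 by chance, of which 2636 were higher and 61 lower in the homozygous libraries. The groups did not overlap for 3937 genes (35.5% of those tested, against 10% by chance), with the homozygous libraries above in 3856. The median log2 fold change over all genes was 0.26. After quantile normalization this median was -0.01 and the unadjusted genes numbered 986, with 504 higher and 482 lower. The alternative that moved the count of called genes most was array weights, with 810 genes. With array weights and quantile normalization together, 2 genes passed, both among the 810.

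**Figure D1:**
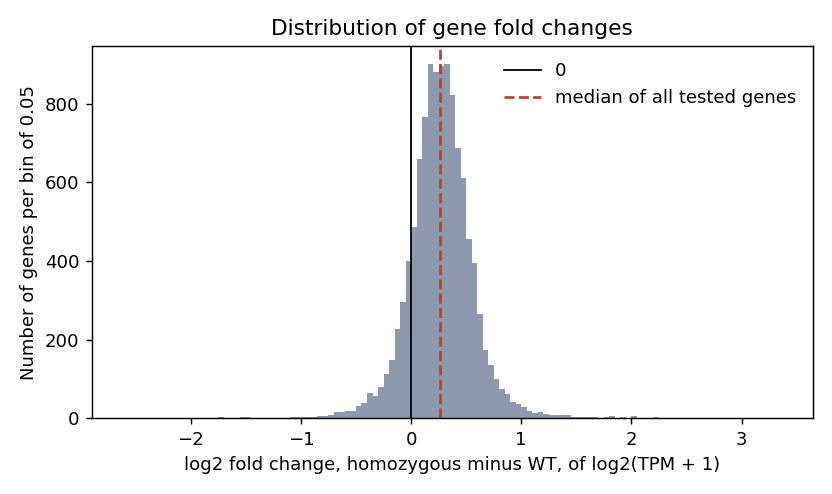
Histogram of the log2 fold change, homozygous minus WT, of log2(TPM + 1) for the 11099 tested genes, in bins of 0.05. The solid line marks 0 and the dashed line the median of all tested genes, 0.26.

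Of the 12 fixed genes, 11 were tested, and 10 of these were higher in the homozygous libraries. Adjusted over the list alone, 3 of the 11 passed the threshold in limma (Arid5a, adjusted p 0.00294; Nr3c1, 0.0287; Irs1, 0.0307). The count for the list alone fell to 1 (Arid5a) with quantile normalization, median centring, the length trend removed, mitochondrial transcripts left out or the slow-fibre covariate, and without any 1 of the 3 homozygous libraries. It rose to 7 without WT replicate 1 and to 4 with array weights and with voom. Over all genes tested, 0 of the 11 passed, each of these 3 having an adjusted p of 0.168. Arid5a (chromosome 1, 36307733 to 36324029) was 6.86 ± 2.497 TPM in homozygous and 1.40 ± 0.528 TPM in WT muscle (SD, n = 3 each). Its log2 fold change was 1.68 (SE 0.27), or 1.42 above the median of all genes. Irs1 (chromosome 1, 82233101 to 82291416) was 11.3 ± 0.806 TPM in homozygous and 4.86 ± 2.88 TPM in WT muscle, a log2 fold change of 1.199 (SE 0.34). Igf1r was 2.003 ± 0.0639 and 1.28 ± 0.201 TPM, with groups that did not overlap and a log2 fold change of 0.40, which was 0.14 above the median and changed sign to -0.021 when a transcript length trend was removed.

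Foxc1 (chromosome 13, 31806633 to 31812476) lay below the filter, at 0.813 ± 0.111 TPM in homozygous and 0.148 ± 0.0457 TPM in WT muscle (SD, n = 3 each), a ratio of means of 5.47. These values correspond to an estimated 71.6, 71.7 and 70.0 fragments in the homozygous libraries and 17.9, 13.4 and 8.94 in the WT libraries. In the limma fit without a filter its log2 fold change was 0.66 (SE 0.11). Its unadjusted p in that limma fit was 0.000522, and its adjusted p over all genes 0.301. Foxc1 was not part of the adjustment over the fixed list alone, which held the other 11 genes in every fit. Cd36, Lpl, Slc2a4, Fkbp5, Tsc22d3, Per1 and Klf15 had overlapping groups. Their log2 fold changes ran from -0.0017 for Slc2a4 to 0.81 for Lpl, within the spread between replicates by the test (limma, smallest adjusted p 0.208, for Klf15). Fkbp5 was 11.04, 27.4 and 26.5 TPM in the homozygous libraries and 9.79, 9.70 and 25.9 TPM in the WT libraries.

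**Figure D2:**
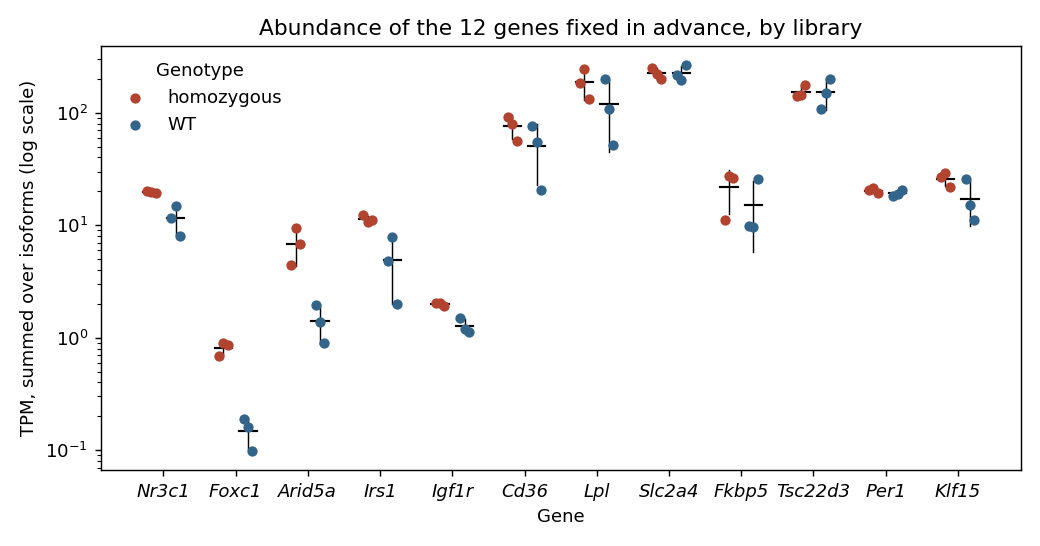
TPM summed over isoforms (log scale) of the 12 genes fixed in advance, 1 point per library, with the mean (horizontal line) and SD (vertical line) of each genotype, n = 3. The homozygous points lie above all WT points for Nr3c1, Foxc1, Arid5a, Irs1 and Igf1r.

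None of the genes with the smallest p-values in each direction passed the threshold. The 5 with the smallest p-values among genes higher in the homozygous libraries were Mss51, Styx, Gm15899, Lrtm2 and Myh1. Mss51 (chromosome 14, 20482867 to 20496901) was 332 ± 47.3 TPM against 81.8 ± 22.3 TPM in WT muscle (SD, n = 3 each), with a log2 fold change of 2.03 (SE 0.21; limma, adjusted p 0.107). Myh1, which encodes a fast myosin heavy chain, was 1126 ± 163 TPM against 339 ± 114 TPM, a log2 fold change of 1.77 (SE 0.25), or 1.33 with the slow-fibre score as covariate. Lrtm2 was 3.24 ± 0.783 TPM against 0.5681 ± 0.216 TPM. Styx was 2.95, 6.57 and 6.08 TPM in the homozygous libraries, 0.378 TPM in WT replicate 1 and listed at 0 in WT replicates 2 and 3. Gm15899, 238 nt long, was listed at 0 in all WT libraries and rested on an estimated 7.48, 1.84 and 3.54 fragments in the homozygous libraries.

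Among lower genes, those with the smallest p-values included Ighm, Pdzd7, Gm5518 and Gm4841, each with an adjusted p of 0.168 in limma. Ighm, an immunoglobulin heavy chain gene, was 34.7 ± 17.2 TPM in homozygous and 90.9 ± 11.4 TPM in WT muscle (SD, n = 3 each), a log2 fold change of -1.46 (SE 0.29). Pdzd7 changed by -0.90, Gm5518 by -0.83 and Gm4841 by -0.83. Gm5518 rested on few estimated fragments, 4.02, 0 and 3.87 in the homozygous libraries and 11.8, 9.59 and 9.94 in the WT libraries. Gm5518 and Gm4841 are predicted genes, and reads shared with similar genes could be split between them in a way the table does not show.

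At the level of isoforms, 9 of 21165 passed the threshold, 8 higher and 1 lower in the homozygous libraries. None of the 9 gene sums did. The number under the alternatives ran from 0 to 36, and 36 were called without WT replicate 1. The 3 with the smallest adjusted p were 1 isoform each of Gpcpd1, Csnk1a1 and Lypla1 (limma, adjusted p 0.00908 each). The Gpcpd1 isoform (ENSMUST00000124107.7) was 20.7, 18.1 and 11.9 TPM in the homozygous libraries and listed at 0 in all WT libraries, while the sum over the gene was 162 ± 12.4 against 112 ± 39.9 TPM. The Csnk1a1 isoform (ENSMUST00000167187.7) was 9.59, 12.02 and 8.32 TPM in the homozygous libraries and under 0.01 TPM in all WT libraries, with gene sums of 85.3 ± 7.64 and 56.6 ± 17.2 TPM. The Lypla1 isoform (ENSMUST00000119612.8) was 7.35, 6.46 and 8.31 TPM in the homozygous libraries and listed at 0 in all WT libraries, with gene sums of 58.1 ± 0.847 and 30.5 ± 12.9 TPM. How the table splits reads between isoforms of a gene is not given in the sources used here.

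Of the 10 gene lists, 4 passed the threshold in camera. The fast-fibre list (12 genes, adjusted p 6.87e-07) had a median log2 fold change of -0.39, or -0.65 relative to all genes. Its mean was -0.11. In this list 2 genes were higher, Myh1 (1.77) and Myh2 (1.36), and the others were lower. Without WT replicate 3 the fast-fibre median was -0.051, or -0.25 relative to all genes. The slow-fibre list (11 genes, adjusted p 0.0193) had a median of 2.25, or 1.98 relative to all genes. The oxidative phosphorylation list (24 genes, adjusted p 0.0193) had a median of 0.11, or -0.16 relative to all genes. The blood list (5 genes, adjusted p 0.0144) had a median of -0.03, or -0.29 relative to all genes. With fry 0 lists passed, with an estimated correlation 0, and without WT replicate 3 also 0. The estimated inter-gene correlation was 0.42 for fast fibre, 0.95 for slow fibre, 0.57 for oxidative phosphorylation and 0.93 for blood. These lie far above the preset 0.01, so the camera p-values of these lists overstate the evidence. The mean log2(TPM + 1) of the slow-fibre list was 6.45, 8.87 and 6.79 in the homozygous libraries and 6.37, 5.78 and 3.41 in the WT libraries, so the range within each group was wide.

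**Figure D3:**
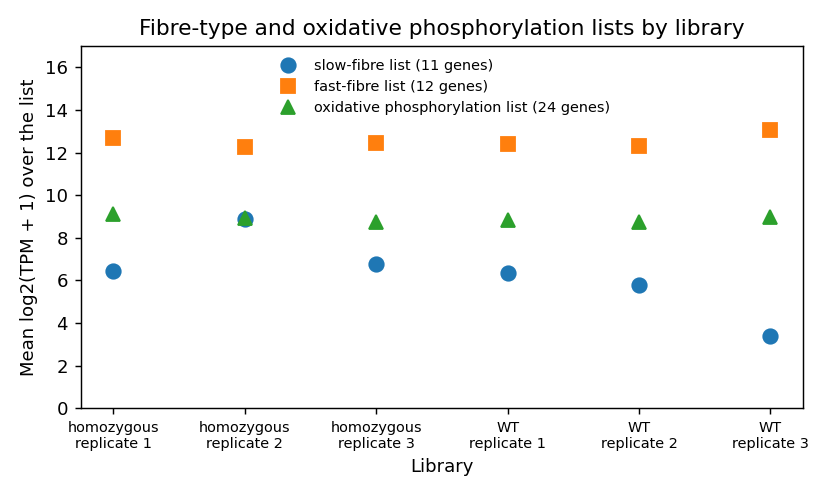
Mean log2(TPM + 1) of the slow-fibre, fast-fibre and oxidative phosphorylation lists in each library, 1 point per list and library. The slow-fibre list is highest in homozygous replicate 2, at 8.87, and lowest in WT replicate 3, at 3.41.

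The other 6 lists did not pass. Adjusted p in camera was 0.901 for glucocorticoid-responsive genes, 0.140 for insulin signalling and glucose uptake, 0.774 for fatty acid uptake and oxidation, 0.265 for the circadian clock, 0.126 for adipocyte and 0.774 for immune markers. The insulin list passed with quantile normalization (adjusted p 0.00902), no filter, median centring, and array weights with quantile normalization. The glucocorticoid-responsive list (25 tested genes) differed in sign between measures. Its median of 0.49 and mean of 0.36 lay above the median of all genes, while camera gave its direction as down. At an adjusted p of 0.901 in camera that direction carries no weight. It was up with quantile normalization and median centring, and down with voom. Under the 17 alternatives the median of this list relative to all genes ran from 0.067 to 0.31, and the list passed in 0. The fatty acid list also lay above all genes in its median, by 0.04, with a camera direction of down. The Schwann cell genes ranged between libraries, with Mbp at 15.9, 20.2 and 5.27 TPM in the homozygous and 4.07, 5.03 and 2.52 TPM in the WT libraries.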

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

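Of the alternatives given here, 6 were chosen after seeing the data: median centring, leaving out mitochondrial transcripts, removing a length trend, the slow-fibre score as covariate, array weights with quantile normalization, and voom on estimated fragments. The alternatives written for counts (RLE size factors, DESeq2, and voom with sample weights on counts) were not run, since the table holds TPM.

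The count of genes past the threshold was 0 and stayed 0 with quantile normalization, no filter, a pseudocount of 0.1, median centring, mitochondrial transcripts left out, the length trend removed, the slow-fibre covariate and voom. It was 810 with array weights and 2 with array weights and quantile normalization, and 9 genes had at least 1 called isoform. Leaving out each library gave 0 to 2 genes: 2 without WT replicate 1 (Gm14680 and AC139209.2, chosen after their values were seen), 1 without WT replicate 2 (Mss51) and 0 without any of the others. Array weights gave WT replicate 3 a weight of 0.199 and WT replicate 1 a weight of 2.5005. Of the 10 splits of the libraries, 6 gave 810 or more genes with array weights, so chance cannot be excluded for that count.

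Genes at an unadjusted p under 0.05 numbered 2697 (97.7% higher). The share that was higher fell to 51.1% with quantile normalization, 44.2% with median centring and 53.1% with the length trend removed, which also brought the counts to 986, 917 and 902. The count was 600 with the slow-fibre covariate, 1180 with mitochondrial transcripts left out and 1621 with voom. Without homozygous replicate 2 it was 1103 and without homozygous replicate 3 it was 1392.

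The count of 9 isoforms was 3 with quantile normalization, 4 with a pseudocount of 0.1 (3 of the 9 among them), 5 with median centring, 5 with mitochondrial transcripts left out, 4 with the length trend removed, 14 with array weights, 12 with array weights and quantile normalization, and 0 with no filter, with the slow-fibre covariate and with voom. All 9 were among the 14 and among the 12. Leaving out each library gave 0 to 36: 36 without WT replicate 1 (6 of the 9 among them), 10 without WT replicate 2 (3 of the 9), 1 without homozygous replicate 3 and 0 without homozygous replicate 1, homozygous replicate 2 or WT replicate 3. No filter tests 70819 isoforms, which raises the adjustment. For the others the cause was not tested.

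The count of 4 lists was 2 with quantile normalization and 2 with array weights and quantile normalization, each time 1 of the 4 (slow fibre) and the insulin list. It was 1 with the length trend removed (slow fibre), and 0 with fry, with an estimated correlation and with the slow-fibre covariate, which is made from one of the lists. Leaving out each library gave 0 to 6 lists, 6 without WT replicate 1 and 0 without WT replicate 3. Over the 17 alternatives run for the lists, the fast-fibre list passed in 10, slow fibre in 12, oxidative phosphorylation in 8 and blood in 7. These include fry and the estimated correlation, but not array weights alone or a pseudocount of 0.1. Of the lists that had not passed, insulin signalling passed in 4 with no change of sign (lowest adjusted p 0.00902), fatty acid in 2 with opposite signs and adipocyte in 2. The Schwann cell list had enough genes with no filter and with mitochondrial transcripts left out, and passed in both.

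With the replicate number as a block in the test, 0 genes, 0 isoforms and 4 lists passed, and 5 fixed genes when adjusted over their list alone (adding Cd36 and Klf15). Deviations of same-numbered libraries correlated across genes at -0.07, 0.06 and -0.01, within the range of the other pairs (-0.14 to 0.13). These values give no sign of a pairing over all genes. They cannot exclude a block that acts on some genes only.

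Among named genes, Nr3c1, Foxc1, Arid5a, Irs1, Fkbp5, Klf15 and the genes with the 5 smallest p-values in each direction kept their direction under every alternative run for them. Nr3c1 ran from 0.39 to 0.96 in log2 fold change, with an adjusted p of 0.0396 to 0.779, and Arid5a from 1.14 to 2.21, with an adjusted p of 0.0396 to 0.749. Both passed only with array weights. Adjusted over the list alone, Arid5a passed in 17 of 17 alternatives, Nr3c1 in 9 and Irs1 in 8, with an adjusted p of up to 0.343 for the last pair. That count of 3 was 7 without WT replicate 1 (adding Igf1r, Cd36, Lpl and Klf15), 4 with array weights (adding Fkbp5), 4 with voom (adding Igf1r) and 2 with no filter. The count with no filter covers the same 11 genes and leaves out Foxc1, so it is no test of that gene. Directions changed for genes whose groups overlapped or whose change was near that of all genes; the cause was not tested. With the length trend removed Igf1r was -0.021, Tsc22d3 -0.19 and Per1 -0.28. With median centring Tsc22d3 was -0.24 and Per1 -0.22, with quantile normalization -0.11 and -0.20, and Per1 was -0.11 with array weights and quantile normalization. Tsc22d3 was -0.055 with voom. With the slow-fibre covariate Cd36 was -0.080, Lpl -0.19 and Slc2a4 0.18. Slc2a4 was 0.038 with array weights and 0.019 with mitochondrial transcripts left out. Leaving out each library in turn moved Slc2a4 between -0.097 and 0.12, above 0 without homozygous replicate 2, homozygous replicate 3 or WT replicate 3. It moved Tsc22d3 between -0.17 and 0.28, below 0 without homozygous replicate 3 or WT replicate 1.

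List medians relative to all genes also changed sign. With the slow-fibre covariate these were fatty acid -0.15, oxidative phosphorylation 0.045, slow fibre -0.14, fast fibre 0.076, adipocyte 0.13 and immune -0.15. With array weights and quantile normalization the fatty acid list was -0.088 and the adipocyte list 0.0096, and with no filter the circadian list was 0.074. Leaving out each library gave ranges of -0.13 to 0.28 for fatty acid, -0.078 to 0.097 for circadian, -0.39 to 0.055 for adipocyte and -0.011 to 0.64 for immune. The sign changed without homozygous replicate 1, WT replicate 2 or WT replicate 3 for fatty acid, without homozygous replicate 2, WT replicate 1 or WT replicate 2 for circadian, without homozygous replicate 2 for adipocyte and without WT replicate 3 for immune.

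Depth was estimated, not counted. On simulated data with 3 libraries per group and 200 genes changed, the gene test recovered 69.5% of genes changed by 1 on the log2 scale. It recovered 0% of those changed by 0.5, so changes of that smaller size were not detectable in that setting. Other numbers of changed genes were not simulated. In the data Mss51, at 2.03, was not past the threshold (limma, adjusted p 0.107), so these shares need not hold there.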

Other observations

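The tests here were chosen after the patterns were seen, and after the values of nearly all of them were seen. Only the second lists of slow-muscle and Schwann cell genes, and what they would show, were written before their values were looked at.

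Other splits of the 6 libraries into 3 and 3 were fitted in the same way. With 10 splits the share is never under 0.1, so chance cannot be excluded for any count they test. For the 0 called genes the comparison is void, since all 10 splits must reach 0. The 2697 genes at an unadjusted p under 0.05 were reached in 1 of 10 splits, the real one, and the next highest gave 677. The 9 isoforms were reached in 1 of 10 splits. The 4 lists were reached in 8 of 10 splits, and the splits other than the real one gave 3 to 7 lists. The 810 genes with array weights were reached in 6 of 10. Isoforms on in all libraries of one group and at 0 in the other numbered 34, reached in 1 of 10 splits, with 11 to 18 in the others.

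Most genes lay higher in the homozygous libraries, with a median log2 change of 0.26. The median difference was above 0 in 9 of 9 pairs of a homozygous and a WT library, from 0.16 to 0.44. These pairs reuse the same 6 libraries, so they are not 9 independent agreements. Leaving out mitochondrial transcripts and their nuclear copies left a median of 0.29, which argues against these as the cause. Without WT replicate 3 the median was 0.20, so that library alone does not make the shift. With the slow-fibre score as covariate it was 0.16, so a difference in fibres is not excluded as a part of the shift. TPM is a share, so abundant genes could lower all others. The TPM outside the 20 most abundant genes was higher in the homozygous libraries by 0.13 on the log2 scale, less than the shift, and what makes up the rest stays open. A biological difference between the genotypes stays open as well, since scaling by TPM cannot show a change in total RNA.

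WT replicate 3 lay apart from the other 5 libraries. Its 17.8 M (1000000) estimated fragments are within the range of the others, which argues against low depth. Its difference from the other WT libraries correlated across genes with transcript length (Spearman rho -0.36) and with GC content (rho 0.40), both larger in size than in any other library, where the largest were 0.31 and -0.36 in WT replicate 2. Those 2 values are partly its mirror, since WT replicate 2 was compared with a mean that holds WT replicate 3. Genes are not independent replicates. Genes in the shortest sixth differed by a median of 0.13 and genes in the longest sixth by -0.42. A candidate explanation is a difference in RNA quality or library preparation, which the labels do not record.

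In the same library 11 of 11 slow-fibre genes were lower than in both other WT libraries, with Myh7 at 2.497 TPM against 52.9 and 32.8. Removing the length trend left a mean difference of -2.56 (SD 0.94 over the genes), which argues against length as the whole cause. A tissue piece with fewer slow fibres may explain it, since quadriceps is not uniform. All 5 slow-muscle genes outside the first list were lower too, as predicted before their values were seen, but 59.3% of all tested genes were lower in this library, which gives 5 of 5 a chance of 0.0732. That test is too weak to decide.

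The slow-fibre score bears on Myh1, which was higher in the homozygous libraries. With the score in the model its log2 fold change was 1.33 (SE 0.25) and was not past the threshold. WT replicate 1, with a score of 6.37, had 464 TPM of Myh1, and homozygous replicate 1, with a score of 6.45, had 1183 TPM. A different share of fibres and an effect of the allele cannot be told apart with 1 such pair of libraries.

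Myelin genes were higher in homozygous replicates 1 and 2 than in the other 4 libraries, with Mbp at 15.9 and 20.2 TPM against 2.52 to 5.27 TPM and Pmp22 at 24.6 and 33.3 TPM against 7.89 to 13.8 TPM. Of 12 Schwann cell genes outside that list, 11 had the same 2 libraries on top, against 16.5% of all tested genes. Most of the 12 lay below the filter for tested genes, so that share is not a matched background. More nerve in those tissue pieces is a hypothesis. Apart from Cnp, the highest value of the 12 was 2.28 TPM (Drp2), and muscle may also express genes of both lists, such as Cnp and Pmp22. An effect of the allele on nerve was not tested, and homozygous replicate 3 lay closer to the WT libraries.

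Nr3c1 was higher in the homozygous libraries, though not past the threshold. Removing the length trend lowered its log2 fold change from 0.77 to 0.39, but this also centres all genes, and median centring alone gave 0.47. Relative to the median of all genes it moved from 0.51 to 0.40. Removing the fitted trend thus lowered this difference only in part. Neither 0.77 nor 0.39 passed the threshold over all genes, so whether what remained is a change of the gene stays open. Over the fixed list alone 0.77 passed (limma, adjusted p 0.0287) and 0.39 did not (0.0837). Median centring alone already gave 0.0736, so that lost call is no evidence for a length trend. The 55 tested genes within 5 Mb had a median change of 0.30, at percentile 76.4 of 10000 random gene sets, which argues against a shift of the whole region. An effect of the allele on its own transcript stays open.

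Of the 9 called isoforms, 4 were under 0.01 TPM in every WT library. In the homozygous libraries these 4 held at least 33.9 estimated fragments, against at most 0.0874 in the WT libraries, which argues against counting noise. If reads had been assigned to another isoform of the same gene, the other isoforms together would change less than the median of all genes, which held for 0 of the 4. The isoforms made up only 9.44% to 12.7% of their genes in the homozygous libraries, so a shift of that size would be lost in the spread of the WT libraries, and both this and a change in splicing stay open. The 1 called isoform that was lower, of Synm (ENSMUST00000208231.1, named after its values were seen), was 30.2, 21.4 and 74.6 TPM in the WT libraries and 0.629 TPM or less in the homozygous ones. It made up 33.9% of its gene in WT muscle, and the other isoforms together were 176 ± 12.9 TPM in homozygous and 82.1 ± 47.8 TPM in WT muscle (SD, n = 3 each). A rise of the other isoforms is what both explanations predict. A sequence difference between the mice near these genes was not tested, and without reads the explanations cannot be told apart.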
